A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

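Copy number was measured by array comparative genomic hybridization in tail DNA of 1 C57BL/6 family (C57BL/6J/Nrs in the study's methods), with 1 sire, 1 dam and 6 F1 mice. Each mouse was co-hybridized with DNA of 1 male reference mouse on 2 custom oligonucleotide arrays of the same design, once labelled with Cy3 and once with Cy5. Per the file headers, the arrays were read with Feature Extraction 10.7.1.1 under the protocol CGH_107_Sep09 and held 973116 spots, of which 966371 were not controls, placed on the mm9 build. The deposited scanner files give a log10 ratio of red (Cy5) over green (Cy3) signal for each spot. Per the file headers, each channel's intensity had been background-subtracted, detrended and dye-normalized by the linear method before that ratio was taken. The deposited value table of the series gives log2 ratios for 964482 spots. These values matched the scanner ratios to within 5e-07 once turned to reference over mouse, so that their scale, centring and direction are all known, and they were not median-centred. Their medians were, in the order Cy3 then Cy5 of the mouse, -0.0059 and 0.0035 in the sire, 0.0071 and 0.015 in the dam, -5.65e-05 and 0.0012 in F1 replicate 1, and -0.00038 and 0.0019 in F1 replicate 2. They were 0.0020 and 0.011 in F1 replicate 3, -0.0016 and 0.0063 in F1 replicate 4, 0.00033 and 0.0083 in F1 replicate 5, and -0.0019 and 0.0015 in F1 replicate 6.

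The deposited log10 ratio of each spot was converted to log2 and turned to mouse over reference by the dye labels. Spots of the same probe were averaged, and each array was centred on its autosomal median. The deposited processed intensity of each channel, taken as log2 and centred alike, was used only for the signal levels of the mouse and reference channels. No loess or quantile normalization was applied, because true copy number changes shift ratios. Outlier marks did not remove spots in the main values, and no spot was saturated. Of the 950749 probes, 950622 were autosomal, 68 were on X, 23 on Y and 36 on unplaced contigs. Most probes (939038) had 1 spot, and probes were 45 to 60 bases long. The files give no gene names, and the reference tables at hand belong to a later build, so positions are given as in the files and genes are not named. Gene lists by name, planned on the assumption that the files name genes, were therefore not analysed here, and neither was GC content.

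A probe was positive in a mouse when its log2 ratio exceeded 0.8 in the same direction on both arrays, or when it and the adjacent probe both exceeded 0.5 on both arrays in the same direction. The thresholds are those of the study's methods, and the condition of the same direction was added here. A de novo positive probe of an F1 mouse was not positive in the same direction in either parent and lay at least 0.5 beyond each parent, a guard that was also added here. Positive probes of the same sign with at most 2 other probes between them were joined, and 2 or more made a region. Each region's mean difference from the mid-parent value was compared with 10000 random windows of as many probes in the same mouse (two-sided permutation test), with Benjamini-Hochberg adjustment over the regions. The chance level of the rule was taken from 56 pairs of a Cy5 array of one mouse with a Cy3 array of another, 30 of them within the F1 mice. Private positive probes were compared between F1 mice and parents by an exact permutation test over 28 splits. Regions of a parent counted as carried by an F1 mouse when its mean exceeded 0.3 in the same direction, and carriers were compared with equal chance by an exact binomial test.

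The 2 arrays of a mouse are technical repeats and were averaged to 1 value per mouse before limma 3.58.1 (lmFit and eBayes, in R 4.3.3) was fitted. The family was compared with the reference as the mean of 8 mice against 0, at an adjusted p of 0.05 and an absolute mean of 0.5, and the F1 mice with the parents at an adjusted p of 0.05. The p values describe 1 family of related mice and leave out the spread of the reference animal. Scan dates formed 5 batches, of which the first held both parents and the others only F1 mice, so a random block for batch was tried. The same block and designs were also fitted to simulated independent normal noise, after the count with the block had been seen, to show what the layout alone returns. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

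The items named in the text were chosen by a rule fixed before the data were examined: every de novo region, every region of a parent up to 10, the 10 single-probe changes farthest from the parents in the F1 mouse with most of them, and the 5 highest and 5 lowest probes of the family comparison. Alternatives were normexp background correction of the median signals with an offset of 50, the deposited value table, leaving out spots with outlier marks or too little signal, subtracting a running median of 501 probes, other thresholds, guards and gaps, single dye orientations, and leaving out each mouse. The code was tested on simulated independent normal noise that matched only the SD of each array or mouse mean. This noise lacked the correlation by dye and the wider spread of dim probes, so its rates are not the error rates of the real arrays. Simulated losses of 1.0 on single probes, placed in F1 replicate 3, were called de novo in 80.6% of 98 cases and losses of 10 probes in 100% of 98. The family fit recovered 99.5% of 200 simulated changes of 0.6 among 950622 probes, and the F1 against parents fit 92.5%, with 93 false calls.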

Results

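Array comparative genomic hybridization was carried out on tail DNA of 1 non-irradiated C57BL/6 family, comprising a sire, a dam and 6 offspring (F1 replicates 1 to 6). Each mouse was hybridized on 2 arrays with the dyes exchanged, always against DNA of the same male reference mouse, which gave 16 arrays for 8 mice. The arrays held 950622 autosomal probes with a median distance of 2053 bp between neighbours, 68 X probes and 23 Y probes, all placed on the mm9 genome. Median green signal lay between 340 and 451 on the 6 arrays of F1 replicates 3, 4 and 5 and between 114 and 148 on the other 10 arrays. The number of arrays, 2 per mouse, limits the precision of every value, and the single reference animal adds its own copy numbers to every ratio. Ratios are given as log2 of mouse over reference, which is the opposite direction to the deposited value table.

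X and Y probes were examined first, because they show which way the ratios run. The 68 X probes averaged 0.90 ± 0.16 (SD over probes) in the dam and 0.02 ± 0.12 in the sire. Among the F1 mice, F1 replicate 5 (0.83 ± 0.18) and F1 replicate 6 (0.86 ± 0.19) were high on X, whereas F1 replicates 1 to 4 lay between 0.0011 and 0.014. The 23 Y probes averaged -1.76 ± 1.29 in the dam, -1.30 ± 1.24 in F1 replicate 5 and -1.59 ± 1.06 in F1 replicate 6, and between -0.04 and 0.04 in the sire and the other F1 mice. A gain was therefore a positive value and a loss a negative value in the dam and in F1 replicates 5 and 6. The sire and F1 replicates 1 to 4 were near 0 on both chromosomes and would be so in either direction. Their direction rests on the dye labels, which were applied alike to all of the mice.

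The number of positive probes shows how much each mouse differed from the reference mouse under the thresholds of the study's methods, with the added condition that both arrays agree in direction. A probe counted as positive when both arrays of a mouse exceeded 0.8 in the same direction, or when it and its neighbour both exceeded 0.5. F1 replicate 5 carried 760 gains and 66 losses, and the dam 329 gains and 65 losses. The sire had 52 gains and 46 losses, F1 replicate 1 had 37 and 39, F1 replicate 2 had 44 and 46, and F1 replicate 6 had 55 and 109. F1 replicate 3 had 5 gains and 12 losses, and F1 replicate 4 had 0 positive probes. Probes beyond 0.8 in opposite directions on the 2 arrays were not counted, and they numbered 515 in the sire, 380 in F1 replicate 2, 256 in F1 replicate 6, 221 in F1 replicate 1, 198 in the dam and 3 to 12 in F1 replicates 3, 4 and 5. In total, 1665 positive probes were found in the 8 mice, and 839 without F1 replicate 5. Where the arrays of 2 different mice were paired instead, 56 such pairs gave a median of 19 positive probes and at most 205. This median pooled bright and dim arrays. Pairs among the sire and F1 replicates 1, 2 and 6, all on arrays with the lower green signal, gave 72 to 134. These mice themselves had 98, 76, 90 and 164. The pair with 205, the dam and F1 replicate 6, held 76 losses, and these 2 mice shared low probes, so it is not a pure chance level.

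Many of the positive probes were dim. All 98 positive probes of the sire, all 76 of F1 replicate 1 and 89 of the 90 of F1 replicate 2 lay in the 10% of autosomal probes with the lowest reference signal. With these dim probes left out, an alternative chosen after the data were seen, 0 positive probes were left in the sire and in F1 replicates 1, 2 and 4. The same step left 27 gains and 58 losses in the dam, 382 gains and 65 losses in F1 replicate 5, 0 gains and 62 losses in F1 replicate 6, and 12 losses in F1 replicate 3. The total fell from 1665 to 606.

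**Figure D1:**
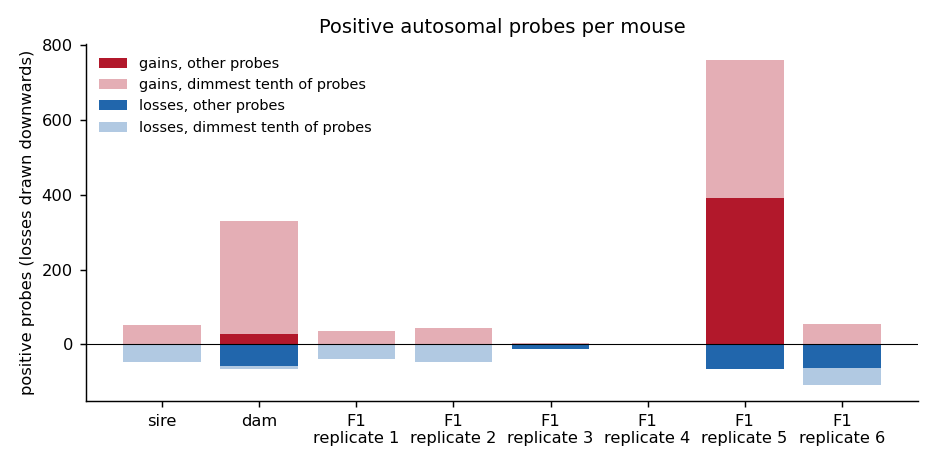
Positive autosomal probes in each of the 8 mice, as numbers of probes, with gains drawn upwards and losses downwards; pale parts are probes in the 10% with the lowest reference signal. F1 replicate 5 had 760 gains and the dam 329, of which 300 in the dam were in the pale part.

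De novo changes were sought by family analysis, that is, as positive probes of an F1 mouse that neither parent shared and that lay at least 0.5 beyond each parent, a guard added here. F1 replicate 3 had 12 de novo losses and 0 gains, all of the losses on chromosome 13. F1 replicate 5 had 721 de novo gains and 12 de novo losses. F1 replicate 4 had none of either kind. F1 replicates 1, 2 and 6 had 62, 65 and 84 de novo positive probes, and pairs of arrays from 2 different F1 mice gave up to 74. The total over the 6 F1 mice was 956, and 223 without F1 replicate 5. Without the dim probes the total was 405.

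The largest de novo change was a loss on chromosome 13 in F1 replicate 3. It spanned 65826571 to 66973977, or 1147407 bp, and held 19 probes, of which 12 were positive and 17 lay below -0.3. Its mean log2 ratio was -0.65 ± 0.23 (SD over 19 probes) in F1 replicate 3, compared with 0.01 ± 0.09 in the sire, 0.01 ± 0.11 in the dam and -0.06 to 0.02 in the other F1 mice. The positive probes had a median of -0.78, equal to 0.584 of the reference signal. Both dye orientations showed the loss, with means of -0.72 and -0.58. The span joined 2 regions, the first from 65826571 to 66800833 with 10 positive probes and the other from 66964556 to 66973977 with 2 positive probes.

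The loss had a sharp end on its right side and an uneven one on its left. The next probe on the right, at 66978739, read 0.05, and the 15 probes on that side averaged 0.03 ± 0.07. The 15 probes on the left averaged -0.16 ± 0.23, and 4 of them lay below -0.3, the lowest at 65608055 with -0.73. Probes were sparse inside the span, with 60.4 kb per probe. They were also bright: the median reference signal of the 19 probes stood at percentile 97.6 of all autosomal probes. The probe at 65948296 read -0.03 within the loss, and the brightest probe, at 66814018, read -0.22.

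**Figure D2:**
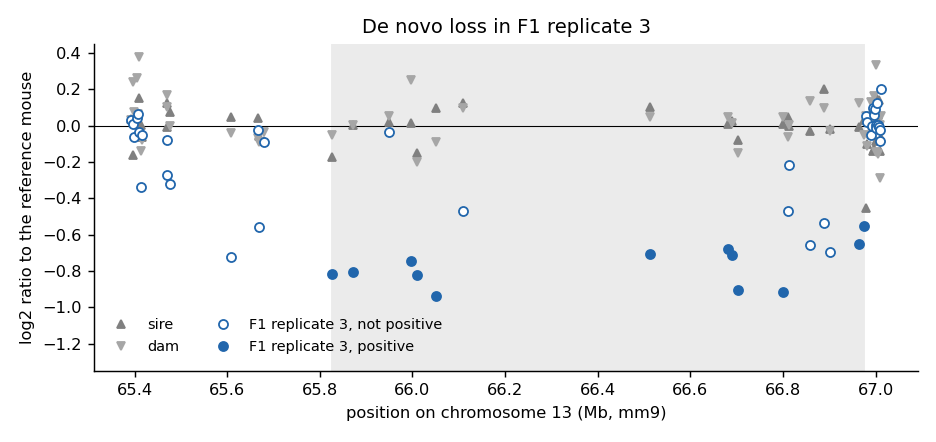
Log2 ratio to the reference mouse (vertical axis) of the probes along chromosome 13 (horizontal axis, Mb) in F1 replicate 3, the sire and the dam, as the mean of 2 arrays; the shaded span is the 1147407 bp loss. Filled circles mark the 12 positive probes of F1 replicate 3, and the parents stay near 0.

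F1 replicate 5 differed from its siblings by many isolated gains, whereas the study lists deletion candidates for this animal after a second array not analysed here, some of them found again by quantitative PCR. The 721 de novo gains had a median log2 ratio of 1.04 ± 0.20 (SD over probes), or 2.06-fold, and 709 of them stood alone. The same probes had medians of -0.04 to 0.17 in the other 7 mice. Gains lay on all 19 autosomes, at 0.063% to 0.0979% of the probes of each. Probes next to a gain averaged 0.0079 ± 0.11. Of the 721 gains, 337 were in the 10% of probes with the lowest reference signal and 384 were not. The next 10% of probes held 176 gains, and the 10% with the highest reference signal held 1.

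Among the 10 single-probe changes of F1 replicate 5 that lay farthest from the parents, 9 were gains and 1 was a loss. The highest were on chromosome 10 at 22555501 (2.03), on chromosome 18 at 54141397 (1.94), on chromosome 7 at 100775920 (1.92), on chromosome 19 at 35206525 (1.90), and on chromosome 5 at 93827988 (1.85). The others were on chromosome 6 at 52779031 (1.85), chromosome 14 at 52755767 (1.84), chromosome 12 at 8471017 (1.63) and chromosome 5 at 125195577 (1.57). The loss was on chromosome 3 at 95376128 (-1.99), where the dam read -0.52 and the sire 0.02. Of the 10, 2 had a spot with an outlier mark or too little signal on some array. Another 6 gains of F1 replicate 5 covered 2 positive probes each. They began at 74822449 on chromosome 7 (1.04), 86742325 on chromosome 6 (0.91), 84450896 on chromosome 11 (0.87), 46797398 on chromosome 19 (0.81), 73161193 on chromosome 15 (0.71) and 86343476 on chromosome 12 (0.55). Against random windows, the 8 de novo regions of F1 replicates 3 and 5 had permutation p values of 0.0001, the smallest that 10000 windows can give, to 0.0003 (adjusted p = 0.00016 to 0.0003). All 8 had been selected for the same difference from the parents, so these p values restate the selection.

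**Figure D3:**
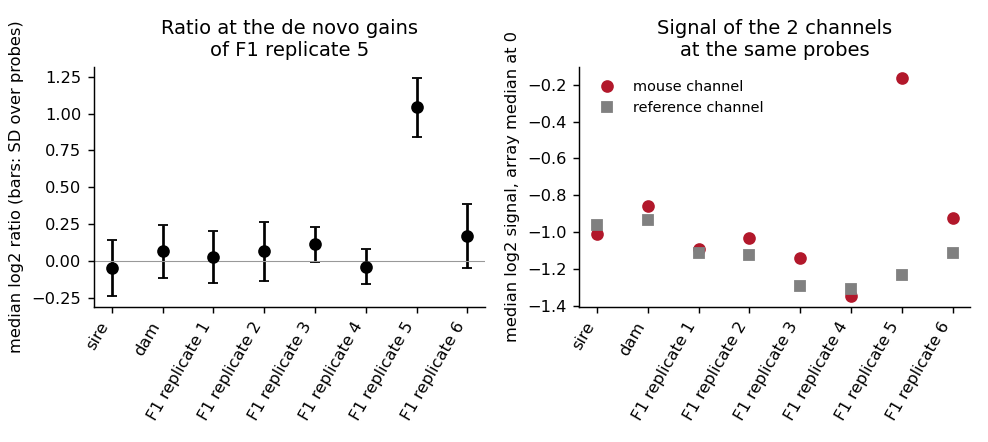
Left, median log2 ratio of each mouse at the 721 probes gained in F1 replicate 5, with bars for the SD over probes; right, median log2 signal of the mouse and reference channels at these probes, with the array median at 0. F1 replicate 5 stands at 1.04 and the other mice between -0.04 and 0.17, and its mouse channel is at -0.16 while its reference channel is at -1.23.

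Private positive probes, found in a single mouse of the family, were counted alike in both generations to compare the F1 mice with their parents. F1 mice had 145.2 ± 267 (SD, n = 6) and the parents 147.5 ± 122 (SD, n = 2), a difference of -2.33 (exact permutation test, two-sided p = 1, with 0.0357 the smallest p of the 28 splits). The F1 values ran from 0 in F1 replicate 4 to 688 in F1 replicate 5, and the dam had 234 and the sire 61. Without F1 replicate 5 the difference was -110.9 (exact permutation p = 0.0952), and without any other F1 mouse it was positive, at 12.9 to 26.7.

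Inheritance was followed for changes that a parent carried over 2 or more probes. The dam carried 4 such regions and the sire 0. A loss on chromosome 3, from 25417435 to 25444229, had 4 positive probes at a mean of -1.49 in the dam. F1 replicate 5 (-1.49) and F1 replicate 6 (-1.45) were as low, whereas the sire and the other F1 mice lay between -0.06 and 0.0043 (2 of 6 mice past the limit for a carrier, exact binomial p = 0.688, adjusted p = 0.688). These were also the 2 F1 mice with high X and low Y probes, so this count does not show that an autosomal deletion was passed on. Gains of the dam from 63115321 on chromosome 15 (0.76) and from 45040055 on chromosome 16 (0.83) were seen only in F1 replicate 3 (0.45 and 0.51, exact binomial p = 0.219, adjusted p = 0.292). A gain from 72974254 on chromosome 17 (0.58) had 0 carriers (exact binomial p = 0.0312, the smallest that 6 offspring allow, adjusted p = 0.125).

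Most single-probe losses of the dam were also low in F1 replicates 5 and 6, the F1 mice with high X and low Y probes. Of the 61 single-probe losses, 53 were below -0.3 in exactly 2 F1 mice, and the medians were -1.29 in F1 replicate 5, -1.19 in F1 replicate 6 and -0.08 to 0.05 in F1 replicates 1 to 4. Losses of the dam had a median reference signal at percentile 96.4. The 323 single-probe gains of the dam behaved differently, with 19.2% of their possible transmissions seen, compared with 21.2% for the 52 single-probe gains of the sire. The 2 sets were unlike: 69 of the 323 gains of the dam were also above 0.3 in the sire, and 26 of the 52 gains of the sire in the dam. The median of the dam's gains was 0.29 in F1 replicate 3, the highest of the F1 mice.

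**Figure D4:**
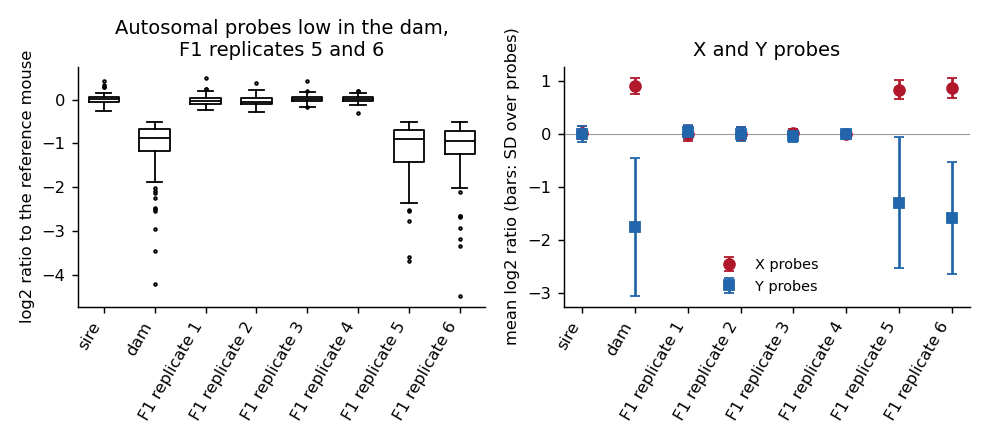
Left, log2 ratios in each mouse of the 115 autosomal probes below -0.5 in the dam and F1 replicates 5 and 6 and above -0.3 in the others (boxes: quartiles and median, whiskers to 1.5 times the interquartile range); right, mean log2 ratio of X and Y probes per mouse with bars for the SD over probes. The same 3 mice had low Y probes and high X probes.

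Comparing the family as a whole with the reference mouse shows where the 8 related mice shared a difference from that single animal. With limma, 7 probes passed an adjusted p of 0.05 and a mean of 0.5, of which 2 were higher and 5 lower in the family. On chromosome 14, 4 probes at 53673489, 53714075, 53716349 and 53759005, averaged -0.55 ± 0.16, -0.59 ± 0.06, -0.62 ± 0.16 and -0.57 ± 0.06 (SD, n = 8; limma adjusted p = 0.00272, 2.36e-05, 0.00117 and 2.36e-05), and all were below 0 in 8 of 8 mice. The fifth lower probe, on chromosome 11 at 102019098, averaged -0.50 ± 0.16 (limma adjusted p = 0.00442, lower in 8 of 8 mice). The 2 higher probes were on chromosome 10 at 97112476 (1.58 ± 0.44, limma adjusted p = 0.00113) and chromosome 12 at 95868420 (0.57 ± 0.17, limma adjusted p = 0.00346), each higher in 8 of 8 mice. With no limit on size, 80 probes passed, 25 higher and 55 lower. Arrays with the mouse in Cy5 alone gave 2343 and those with the mouse in Cy3 alone gave 1177, whereas the dye-balanced means gave 7.

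The low probes on chromosome 14 were part of a longer stretch. Over 30 probes from 53551123 to 53989543, the mean of the 8 mice was -0.28 ± 0.04 (SD between mice), and the mice ranged from -0.34 to -0.21. The low values did not end at these bounds, since the 50 probes on each side averaged -0.17. All 8 mice were below 0 at 23 of the 30 probes, or 76.7%, compared with 2.24% of all autosomal probes. Both dye orientations were low, at -0.32 with the mouse in Cy3 and -0.25 with the mouse in Cy5. Only 33 autosomal probes were below -0.2 in all 8 mice, and 13 of them were in this stretch. This stretch was picked out after the values were seen.

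**Figure D5:**
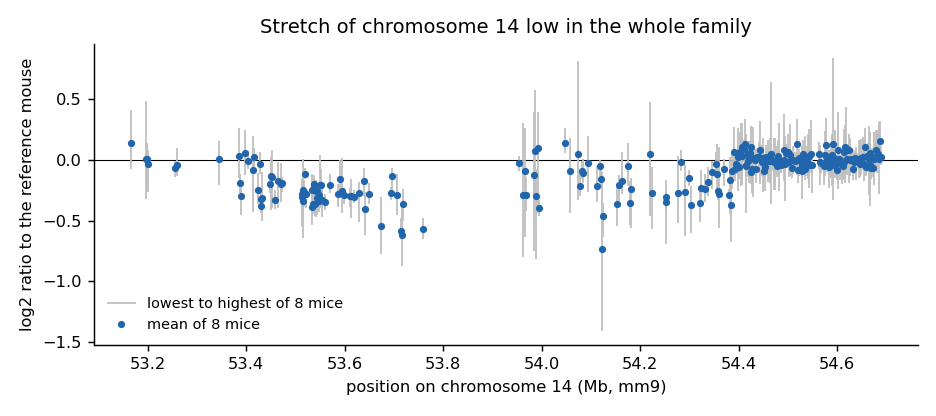
Log2 ratio to the reference mouse (vertical axis) of probes along chromosome 14 (horizontal axis, Mb), with the mean of 8 mice as points and the lowest to highest mouse as lines. The mean of the 30 probes from 53551123 to 53989543 was -0.28.

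The F1 mice were also compared with their parents probe by probe, to see changes that the offspring shared. With limma, 0 probes passed an adjusted p of 0.05, whereas 85554 of 950622 probes had an unadjusted p under 0.05. The lowest adjusted p was 0.0809, at a probe on chromosome 4 at 128246005 with -1.28 and one on chromosome 14 at 121325581 with -0.90 (F1 minus parents), each lower in the F1 mice. Leaving out the sire gave 205 probes, the dam 437 and F1 replicate 1 gave 3, and a single parent was then assumed to vary like the F1 mice where a parent was left out. With scan batch as a random block, 18697 probes passed at a block correlation of -0.49, compared with -0.04 in the comparison of the family with the reference. The 2 parents filled 1 batch alone. In simulated independent noise with the same layout, the block correlation was -0.25, and 1801 of 20000 simulated probes had an unadjusted p under 0.05, compared with 1035 without the block. The layout alone therefore lowered the correlation and the p values, and the reason for the lower value in the real probes was not tested.

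Dye-swap noise, the SD of the difference between the 2 arrays of a mouse divided by 2, was 0.126 in F1 replicate 5, 0.127 in F1 replicate 4 and 0.129 in F1 replicate 3. It was 0.178 to 0.199 in F1 replicates 1, 2 and 6, 0.189 in the dam and 0.212 in the sire. The SD between neighbouring probes of the mean ratio ran from 0.0753 in F1 replicate 4 to 0.146 in the dam. Arrays of different mice in the same dye orientation correlated at a median r of 0.42 over probes, and those in opposite orientations at -0.35. The 2 arrays of the same mouse correlated at -0.49 (F1 replicate 4) to -0.18 (F1 replicate 5), so that single arrays resembled each other by dye more than by mouse. Dye-swap noise includes this shared dye difference, which is offset in the mean of the 2 arrays, so it is not the error of that mean.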

Values the study reported

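The study reported a de novo deletion of 1,103,254 bp on chromosome 13 in mouse 0mGyX3, with 11 positive probes in the first array. It lists this deletion among those also found by its second array and by quantitative PCR. By the labels, 0mGyX3 is taken to be F1 replicate 3 and 0mGyX5 to be F1 replicate 5. The study gives positions on a later genome build than mm9, so they were not compared here. For mouse 0mGyX5 the study listed 55 de novo candidates after its second array, all of them deletions with 1 positive probe in the first array, of which 10 were examined by quantitative PCR and 5 were found to be real.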

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

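All tests of explanations in this part were chosen after the results were seen. Among 42 quantities compared over the 6 F1 mice, 14 had a mouse far from the other 5 by Dixon's ratio at its 95% critical value, where chance gives about 1 in 20. The regions among them had been picked because 1 mouse differed, so their standing apart is built into the choice.

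F1 replicate 5 stood apart from its siblings by 760 positive gains (next highest 55), 721 de novo gains (37), 688 private positive probes (69) and 6 de novo regions (2). Its 2-probe gains stood apart on chromosome 7 (1.04), chromosome 6 (0.91), chromosome 11 (0.87), chromosome 19 (0.81), chromosome 15 (0.71) and chromosome 12 (0.55). Array brightness was tested on F1 replicates 3 and 4, the other mice on bright arrays. Of the 721 probes, 0 or 1 lay above 0.5 in them, which argues against brightness. For scan batch, only the Cy3 array of F1 replicate 3 shared a batch with F1 replicate 5. At the 721 probes the median mouse channel of that array was at -1.24, compared with -0.17 on the Cy3 array of F1 replicate 5. Only F1 replicate 5 had both arrays in that batch, so batch cannot be fully told apart from the mouse. Chance agreement of the 2 arrays was tested by pairing each array of F1 replicate 5 with another F1 mouse, and at most 25 de novo gains appeared. Duplications longer than the probe spacing would raise the neighbouring probes, and these averaged 0.00792. The gains depended on the reference signal of a probe, with 337 in the 10% of probes with the lowest signal. They also fell among the other probes, from 176 in the next 10% to 1 in the highest 10%. Dim probes spread more widely and so pass the threshold more easily, whatever the cause. These counts therefore cannot decide on very short duplications, which stay open. Additional DNA in the sample stays open as well. The mouse channel was raised by 1.08 on the log2 scale over the 2 other bright mice, which very short duplications and additional DNA would both give. Probe sequences, which could tell them apart, were not analysed here. Male mouse DNA in the sample would hold up every Y probe of F1 replicate 5, and the lowest read -4.22. Its median Y probe, at -0.83, was less low than in the dam (-1.65) and F1 replicate 6 (-1.43). The Y probes do not decide on DNA of another source.

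The dam had the most gains after F1 replicate 5. Low signal may be a part of the cause, since 91.2% of its 329 gains lay in the 10% of probes with the lowest reference signal. However, its single-probe gains had a median of 0.29 in F1 replicate 3, whose arrays were bright. Over all autosomal probes, the dam correlated with F1 replicate 3 at r = 0.30 and with the other mice at 0.013 to 0.115. Random spread of dim probes would not give this likeness, and its source was not tested. Duplications passed on by the dam would reach 50% of the offspring on average. Only 19.2% of the transmissions of its single-probe gains were seen, so such duplications cannot be the whole cause. The 21.2% for the sire's gains is not a like background, since a larger share of these was also above 0.3 in the other parent. Why the dam had more such gains than the sire, whose arrays were similarly dim, was not tested.

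F1 replicate 3 stood apart at its chromosome 13 loss, with -0.71 in the region from 65826571, -0.60 in the region from 66964556 and -0.48 over the run of 30 probes from 65415656. It also stood apart from the other F1 mice at the family's low probe on chromosome 11 at 102019098, with -0.30 compared with -0.51 in the nearest F1 mouse. The dam read -0.25 and the sire -0.73 there, so F1 replicate 3 lay within the range of its parents.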

How the results depend on the processing

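The alternatives without the dim probes, with scan batch as a random block, on dimmer arrays alone, and the leave-outs of F1 mice for the counts of positive, de novo and region probes were chosen after the data were seen; the others were fixed before the data were examined. GC correction and the gene lists were not run, because probe sequences and gene names were not analysed here. The chromosome 13 and chromosome 3 losses kept their sign in the 4 alternatives that change the signals (-0.69 to -0.60 and -1.50 to -1.45), and thresholds, guards and gaps cannot move these means. Thresholds of 0.7 and 0.4 raised the positive probes to 2821, the de novo probes to 1509, the de novo gains of F1 replicate 5 to 1122, the de novo regions to 14 and the carriers of inherited regions from 4 to 13, while the regions followed rose from 4 to 24. Thresholds of 1.0 and 0.6 lowered the first 4 of these to 613, 356, 267 and 5. Leaving out the dim probes gave 606, 405 and 378 for the first 3. Normexp signals gave 1105 de novo gains in F1 replicate 5. Leaving out 1 F1 mouse at a time gave 839 to 1665 positive probes, 223 to 956 de novo probes and 2 to 8 de novo regions, each lowest without F1 replicate 5. The de novo regions numbered 18 with no guard, 1 with a guard of 0.8, 2 by the single-probe rule only, 13 with at most 5 other probes between, and 2 by a scan of 10 probes; the single-probe rule also gave 2 carriers. The difference in private probes, -2.33 with exact permutation p = 1, turned positive with normexp signals (183.8), without probes set aside (44.5), with thresholds of 1.0 and 0.6 (4.33) and without the dim probes (53), and ran from -110.9 to 26.7 when 1 F1 mouse was left out, with exact permutation p from 0.0952 to 1; it never passed 0.05. The family comparison with the reference gave 80 probes at no size limit, 35 at 0.3, 4 with normexp signals, 2343 and 1177 on Cy5 and Cy3 arrays alone, where a dye effect is not balanced, and 6 to 8 when 1 mouse was left out. F1 against parents gave 1 probe on Cy5 arrays alone, 18697 with scan batch as a random block, and 0 to 437 when 1 mouse was left out. Except where construction gives it (thresholds, fewer probes or mice, unbalanced dyes), the cause was not tested. Spots not well above background made up 0.14% to 0.31% on the 10 dimmer arrays and 0.022% to 0.10% on the others. Dim probes, the 10% with the lowest reference signal, were 98 of 98 positive probes in the sire, 76 of 76 and 89 of 90 in F1 replicates 1 and 2, 307 of 394 in the dam and 102 of 164 in F1 replicate 6.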

Other observations

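All tests of explanations in this part, and the search for runs of probes, were chosen after the results were seen. Runs of 10 consecutive probes beyond 0.3 in both arrays of a mouse were joined into 12 regions over the family. A gain on chromosome 8, from 102132083 to 102244157 with 39 probes, averaged 0.31 ± 0.17 (SD over probes) in the dam, 0.29 ± 0.16 in F1 replicate 5 and 0.29 ± 0.15 in F1 replicate 6. The sire and F1 replicates 1 to 4 lay between -0.02 and 0.03 there. The 3 mice with this gain were those with high X and low Y probes. A loss on chromosome 13, from 101035972 to 101077537 with 14 probes, averaged -0.35 ± 0.23 in the dam, -0.31 ± 0.15 in F1 replicate 1 and -0.34 ± 0.17 in F1 replicate 6, and -0.05 to 0.03 in the other 5 mice. Neither stretch was among the regions positive in a parent. The low stretch of chromosome 14 appeared as 3 of the 12 regions, of which the last ran from 54120144 to 54298759 with a mean of -0.25 over the 8 mice. The same search for windows with opposite signs in the 2 arrays found 38, compared with 32 of the same sign. The 2 arrays of a mouse correlated at -0.49 to -0.18, so dye differences alone can give opposite signs. The 38 are therefore not a chance level for the 32, and the weight of a single run in 1 mouse was not tested.

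Another 5 of the regions rested on a few very low autosomal probes in the dam, F1 replicate 5 and F1 replicate 6. The probe on chromosome 6 at 104241394 read -4.20 in the dam, -3.67 in F1 replicate 5 and -4.46 in F1 replicate 6. The probe on chromosome 3 at 132549431 read -3.46, -3.57 and -3.32, and the probe on chromosome 16 at 40851536 read -2.94, -2.77 and -3.17, in the same order. All 3 probes lay between -0.15 and 0.15 in the sire and the other F1 mice. Their reference signal was above percentile 99.6.

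Losses shared by the dam and 2 F1 mice were counted for each of the 15 pairs of F1 mice, as probes below -0.5 in the dam and the pair and above -0.3 in the others. F1 replicates 5 and 6 shared 115 such probes with the dam, spread over 17 chromosomes, whereas any other pair shared at most 2. Autosomal deletions passed on by the dam would go to the offspring independently on each chromosome, so the 2 probes of the other pairs argue against them as the source of the 115. Sequence shared with the Y chromosome of the male reference is a candidate explanation, since F1 replicates 5 and 6 were also the F1 mice with low Y probes, and the chromosome 3 loss of the dam from 25417435 falls among these probes. Probe sequences were not analysed here, so a match to the Y chromosome was not tested.

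Of the 66 positive losses of F1 replicate 5, 12 were de novo with the guard of 0.5 beyond each parent and 24 without it. Both counts are lower than the number of deletion candidates quoted from the study above. That number is of candidates left after a second array, whereas these are probes of the first array, so the counts are not of the same kind. The reason was not tested, and the second array and the quantitative PCR of the study were not analysed here.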
